# Desipramine induces anti-inflammatory dorsal root ganglion transcriptional signatures in the murine spared nerve injury model

**DOI:** 10.1016/j.ynpai.2024.100153

**Published:** 2024-03-20

**Authors:** Randal A. Serafini, Aarthi Ramakrishnan, Li Shen, Venetia Zachariou

**Keywords:** Desipramine, Dorsal root ganglia, Inflammation, Nucleus accumbens, RNA sequencing, Spared nerve injury

## Abstract

Monoamine-targeting antidepressants serve as frontline medications for chronic pain and associated comorbidities. While persistent anti-allodynic properties of antidepressants generally require weeks of treatment, several groups have demonstrated acute analgesic effects within hours of administration, suggesting a role in non-mesocorticolimbic pain processing regions such as the peripheral nervous system. To further explore this possibility, after four weeks of spared nerve injury or sham surgeries, we systemically administered desipramine or saline for an additional three weeks and performed whole transcriptome RNA sequencing on L3-6 dorsal root ganglia. Along with alterations in molecular pathways associated with neuronal activity, we observed a robust immunomodulatory transcriptional signature in the desipramine treated group. Cell subtype deconvolution predicted that these changes were associated with A- and C-fibers. Of note, differentially expressed genes from the dorsal root ganglia of DMI-treated, injured mice were largely unique compared to those from the nucleus accumbens of the same animals. These observations suggest that, under peripheral nerve injury conditions, desipramine induces specific gene expression changes across various regions of the nociceptive circuitry.

## Highlights

• Desipramine counteracts spared nerve injury-associated transcriptional signatures in the dorsal root ganglia.
• Desipramine induces an anti-inflammatory transcriptional signature in the dorsal root ganglia of nerve injured animals.
• Transcriptional effects of desipramine vary across pain processing regions after prolonged nerve injury.

## 1 Introduction

Chronic pain affects approximately 20% of adults in the United States (Yong et al., 2022) and is difficult to treat because of the diverse etiologies of the condition. One of the more successful treatment modalities for chronic pain has been the administration of antidepressants, including tricyclics such as desipramine (DMI). While the efficacy of antidepressants in treating chronic pain has largely been associated with the attenuation of maladaptations in higher pain processing circuits, such as the mesocorticolimbic system (Serafini et al., 2020), some recent studies have suggested additional therapeutic effects in peripheral nervous system regions such as the dorsal root ganglia (DRGs) (Kremer et al., 2016).

These system-wide effects may be largely due to the relative lack of target specificity that can result in various molecular cascades outside of monoamine regulation. For example, our group recently found that prolonged treatment with DMI one month after spared nerve injury (SNI) resulted in thousands of differentially expressed genes (DEGs) in the nucleus accumbens (NAc) (Serafini et al., 2023a). As such, we wanted to investigate the effects of prolonged desipramine treatment on transcriptional mechanisms within injured DRGs.

In this study, we performed RNA sequencing of DRGs from male mice treated with desipramine after prolonged peripheral nerve injury and demonstrated that DMI broadly counteracted SNI-induced gene expression signatures. To our surprise, pathways associated with DMI treatment were largely anti-inflammatory in nature and differed markedly from transcriptional signatures in the NAc of the same animals. These results suggest that, in addition to their known actions, tricyclic antidepressants also affect inflammatory pathways within the peripheral nervous system. It would be interesting to explore the efficacy of peripherally restricted analogs of existing antidepressants, which might reduce side effects such as vertigo and suicidality.

## 2 Materials and methods

### 2.1 Animals, Surgery, behavioral Assays, and drugs

3–4-month-old male C57BL6/J mice were used for this study in accordance with the Investigational Animal Use and Care Committee at the Icahn School of Medicine at Mount Sinai. Four animals were housed per cage with nesting materials at a controlled temperature of 70°F with 50% humidity, while on a 12-hour light/dark cycle.

Animals received either tibial spared nerve injury or sham surgery as previously described (Sakloth et al., 2020). Briefly, animals were placed under isoflurane inhaled anesthesia and the left hindleg was shaved and coated with 70% ethanol and betadine. The skin was incised and muscles were separated with forceps until the sciatic nerve was visible. The common peroneal and sural nerves were then ligated with a 6–0 silk suture and cut distally, after which an additional 1–2 mm segment of nerve was removed. Muscle was then closed with a 6–0 silk suture and skin was closed with a 4–0 nylon suture.

Four months after the injury surgery, animals received twice-daily intraperitoneal (i.p.) injections of either 15 mg/kg DMI in saline or saline alone for a period of three weeks. In order to behaviorally validate the lasting effects of desipramine treatment on injury-induced mechanical hypersensitivity, we used the von Frey assay > 16 hours after the previous treatment, in which the frequency of paw withdrawals was measured across filaments of various forces. Within each filament force, every mouse was tested once before re-testing a mouse for a total of five trials. The mechanical threshold was defined as the second force at which a filament elicited withdrawals in three of five applications. The experimenter was blinded during this assay. A repeated measures two-way ANOVA with Tukey’s post-hoc test on GraphPad Prism 10 was used to analyze von Frey data.

### 2.2 Tissue Preparation, RNA Sequencing, and bioinformatic analysis

L3-6 DRGs were harvested and flash frozen on dry ice. RNA was isolated using a TRIzol:Chloroform phase separation protocol as previously described (Avrampou et al., 2019). RNA libraries were generated using the Stranded mRNA Prep Kit (Illumina) and sequenced on the NovaSeq 6000 S1 Reagent Kit v1.5 (100 cycles) flow cell with 2x50bp paired-end reads.

FASTQ files were aligned to the mouse genome (mm10) using the NGS-Data-Charmer pipeline (https://github.com/shenlab-sinai/NGS-Data-Charmer) as previously described (Serafini et al., 2023a). DESeq2 (version 1.32.0) was implemented to identify any differential expression. Visualizations of the DESeq2 results (RRHO2 plots and volcano plots) were generated in R (version 4.1.1). Pathway analysis was performed using Ingenuity Pathway Analysis (IPA, Qiagen, Germany). Cutoffs of log2FC ≥ |0.32| and p-nominal < 0.05 were used for the identification of DEGs and downstream pathway/ontology analysis. Cell subtype deconvolution was performed using the CIBERSORTx tool as previously described (Newman et al., 2019, Pryce et al., 2023), with the signature matrix file constructed from the raw counts matrix of the single cell RNA sequencing dataset from a study by Renthal et al (Renthal et al., 2020). Multiple t-tests on GraphPad Prism 10 were used to analyze deconvolution results. Outliers from the deconvolution analysis were identified with the Grubb’s test (α = 0.05).

## 3 Results

In order to directly assess the effects of longitudinal antidepressant administration on DRGs that have been exposed to prolonged neuropathy, we administered desipramine (DMI) twice daily (15 mg/kg i.p.) for three weeks to male C57BL/6J mice that had received either SNI or sham surgery four weeks prior . The anti-allodynic efficacy of DMI by this timepoint was confirmed by von Frey in a recently published study by our group (n = 6 mice per condition; see Supplementary Materials) (Serafini et al., 2023a). L3 − 6 DRGs were harvested and processed for bulk RNA sequencing (n = 4 mice per condition).

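The RNA-sequencing data comprise 16 libraries, each from the DRGs of 1 male C57BL/6J mouse, in 4 groups of 4 mice: Sham-Saline, SNI-Saline, Sham-DMI and SNI-DMI. In the SNI groups the branches of the sciatic nerve were injured by the spared nerve injury procedure, and the Sham groups had surgery without the nerve injury. DMI was injected at 15 mg/kg 2 times per day for 3 weeks, and the saline groups received vehicle. The results section and the sample labels place the start of treatment 4 weeks after surgery, and the methods section gives 4 months. The labels name the tissue as spinal cord and the cell type as DRG. The authors made stranded mRNA libraries, sequenced them in pairs of 50-base reads, aligned the reads to mm10 with the NGS-Data-Charmer pipeline and counted them per Ensembl gene. The values are whole-number counts without normalization for 52636 genes. Between 41194238 (Sham-DMI replicate 3) and 73920332 (Sham-DMI replicate 2) read pairs per mouse were counted on genes. The median was 65775662.5 in Sham-Saline, 61074847 in SNI-Saline, 60684519.5 in Sham-DMI and 62525305 in SNI-DMI. Counts were normalized with edgeR's TMM method, and the 21371 genes that passed edgeR's default filter on low counts were tested with its quasi-likelihood test in 1 fit of all 16 libraries, with Benjamini-Hochberg adjustment. CPM denotes the count scaled by the normalized library size, as edgeR gives it. Single values of 4 mice against 4 were compared with an exact two-sided permutation test, whose smallest possible p is 0.0286. The labels number the DMI libraries 17 to 24 and the saline libraries 33 to 40, so any effect of the order of preparation or sequencing cannot be told apart from the effect of DMI. SNI-Saline holds the numbers 33 to 36 and Sham-Saline 37 to 40, so the same limit applies to the effect of injury. A gene with 0 counts in a library may hold up to 3 counts of that library's total, and this limit covers counting error only.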

We identified 1,745 DEGs (572 p-adjusted < 0.1) in the SNI-Saline versus Sham-Saline comparison and 1,441 DEGs (106 p-adjusted < 0.1) in the SNI-DMI versus SNI-Saline comparison. 

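With the paper's cut-offs of an absolute log2 fold change of at least 0.32 and a nominal p under 0.05, 1528 DEGs were found in SNI-Saline versus Sham-Saline, 777 higher and 751 lower after injury. Of these, 869 had an adjusted p under 0.1 (430 higher and 439 lower). In SNI-DMI versus SNI-Saline there were 1224 DEGs, 412 higher and 812 lower with DMI, of which 229 had an adjusted p under 0.1 (77 higher and 152 lower). The smallest adjusted p was 5.5e-06 for injury and 0.0622 for DMI under SNI. Without the cut-off on the fold change, 2571 and 626 genes had an adjusted p under 0.1, with a median absolute log2 fold change of 0.27 and 0.28. In 3294 genes (15.4%) all 4 values of SNI-Saline lay on one side of those of Sham-Saline, and 2035 of them also had an adjusted p under 0.1. The corresponding counts for DMI under SNI were 2842 genes (13.3%) and 572 genes, and chance gives a share of 2.86%. The removal of each library's trend on gene GC content and length, chosen after seeing the data, left 391 genes with an adjusted p under 0.1 for injury and 20 for DMI under SNI at the same cut-off on the fold change. Most genes that passed for DMI under SNI were then higher with DMI, where most had been lower before the removal. The DMI count fell to 0 genes under an adjusted p of 0.1 without SNI-Saline replicate 1 or 3 or without SNI-DMI replicate 1, 2 or 3. In these fits 1275, 910, 1398, 900 and 1206 genes passed the nominal cut-offs. It was 28 without SNI-Saline replicate 4, 383 without SNI-Saline replicate 2, 541 without Sham-DMI replicate 1, 364 without Sham-DMI replicate 2, and 135, 132 and 100 without Sham-DMI replicate 3 and Sham-Saline replicates 2 and 4. For injury the count was 342 without Sham-Saline replicate 3, 514 without Sham-Saline replicate 1, 540 without Sham-Saline replicate 4, and 368 and 366 without SNI-Saline replicates 1 and 2.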

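Ranked by p among genes whose groups did not overlap, the 5 genes most clearly raised by injury were Ecel1, Nts, Cckbr, Atf3 and Ucn, with log2 fold changes of 3.16, 2.78, 3.44, 2.32 and 4.03 and adjusted p from 5.5e-06 to 2.7e-05. Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039 in GRCm38), a transcription factor of injured neurons that overlaps the small noncoding gene Gm24748, had 10.5 ± 2.16 CPM (SD, n = 4) in Sham-Saline and 52.4 ± 1.60 in SNI-Saline. Npy (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507) rose from 0.516 ± 0.694 CPM to 22.9 ± 2.85 (log2 fold change 5.41, SE 0.592, adjusted p = 9.15e-05), and Gpr151 (ENSMUSG00000042816) by 2.19 on the log2 scale (adjusted p = 6.8e-05). DMI under SNI changed these 3 genes by 0.075 (Atf3), 0.078 (Npy) and -0.085 (Gpr151) on the log2 scale, with adjusted p of 0.879, 0.945 and 0.868. Without SNI-DMI replicate 4 the change was -0.15 for Atf3 and -0.11 for Npy, and without SNI-DMI replicate 3 it was 0.095 for Gpr151. The 5 genes most clearly lowered by injury were Thsd7a, Col4a3bp, Pgm2l1, Rbms3 and Gm14137, with log2 fold changes from -0.77 to -0.30 and adjusted p from 0.00231 to 0.00519. In SNI-DMI versus SNI-Saline the 5 raised genes with the smallest p were Actb, Gm19938, Sin3b, Slc25a39 and Ndufs7, and the lowered genes were Fam76b, Triqk, Crbn, Rnf13 and ENSMUSG00000109554. Their log2 fold changes ran from 0.26 (Sin3b) to 2.60 (Gm19938) and from -0.65 (ENSMUSG00000109554) to -0.25 (Crbn), and all 10 had an adjusted p of 0.0622. Each of these 10 lost its call without SNI-Saline replicate 1 or 3 or SNI-DMI replicate 1, 2 or 3, with log2 fold changes from 0.35 to 0.41 for Actb and from 2.50 to 2.69 for Gm19938. Ndufs7 (0.33), Triqk (-0.28) and Rnf13 (-0.30) also lost it without SNI-Saline replicate 4. With the trends on GC content and length removed, Ndufs7, Fam76b, Triqk, Crbn and Rnf13 had an adjusted p from 0.135 to 0.725. Gm14137, Gm19938 and Crbn overlap the protein-coding genes Dnajc17, Xkr4 and Trnt1. The values of Gm14137 and Crbn, which lie on the opposite strand, are uncertain, since the strand use of the counting is not stated. Gm19938 lies on the same strand as Xkr4, so its value is uncertain whatever the strand use.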

Fig. 1**A** contains volcano plots depicting DEGs for the 1) SNI-Saline vs Sham-Saline and 2) SNI-DMI vs SNI-Saline groups. We next used rank-rank hypergeometric overlap (RRHO) to compare threshold-free gene expression changes between these groups. As seen in Fig. 1**B,** the Sham-DMI vs Sham-Saline and SNI-DMI versus SNI-Saline groups displayed a high degree of concordance, or a similar threshold-free regulation of genes. However, a discordant signature emerged when comparing the SNI-DMI versus SNI-Saline and SNI-Saline versus Sham-Saline groups **(**Fig. 1**B)**, suggesting a reversal of nerve injury signatures in the DRG after prolonged DMI treatment.

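Across the 21371 genes, which are not independent replicates, the ranks of the signed -log10 p for DMI under sham conditions and for DMI under SNI had a Spearman correlation of 0.58. These contrasts share no library. In total 69.3% of genes moved in the same direction in both. In an overlap of the ranked lists at steps of 250 genes, the strongest overlap of genes raised in both contrasts had a -log10 p of 749 (5418 genes shared, 3378 by chance). For genes lowered in both it was 717 (6622 shared, 4562 by chance), and for both opposite directions it was 0. Of the 2457 DEGs of DMI under sham conditions and the 1224 of DMI under SNI, 438 were shared and 425 of them moved the same way, against 141 shared by chance. The test of the difference between both DMI effects gave 0 genes with an adjusted p under 0.1 and 1692 with a nominal p under 0.05, where chance gives 1069. Of 100 draws of the library labels, the real one included, 15 gave at least 1692 such nominal genes. The draws swapped SNI and sham libraries within the DMI and within the saline libraries. A draw can thus carry part of the injury effect into the difference. The 15 draws therefore do not show what an equal DMI effect gives. The correlation moved most, to 0.4, when no filter on low counts was applied, and it was 0.487 after the removal of the GC content and length trends. Leaving out single libraries gave correlations from 0.487 to 0.610.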

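The injury contrast and the contrast of DMI under SNI both contain the SNI-Saline libraries, with opposite signs, so a negative correlation between them arises without any effect of DMI. In 20 simulations with the observed injury effect and no DMI effect, the Spearman correlation of the signed -log10 p averaged -0.250 (-0.265 to -0.232), and 40.7% to 42.1% of genes moved the same way. The simulated genes were drawn independently, so these ranges leave out deviations that genes share within a library. In the real libraries this correlation was 0.206, with 55.3% of genes moving the same way and 44.7% in opposite directions. In the overlap of the ranked lists, the strongest -log10 p was 127 for genes raised in both contrasts (1072 shared, 562 by chance) and 136 for genes lowered in both (1181 shared, 632 by chance). It was 0 for genes raised by injury and lowered by DMI and 0.3 for the reverse. The correlation was 0.004 when genes were ranked by log2 fold change and -0.034 without a filter on low counts. With DESeq2 it was 0.212 on all 16 libraries (55.3% of genes moving the same way) and 0.079 on the 8 libraries of each contrast over genes with at least 1 count (46.7% moving the same way). With the trends on GC content and length removed it was 0.005, and the 4 overlaps were then 56.6, 5.7, 7.2 and 9.4. In the 6 ways of giving each contrast its own SNI-Saline libraries, it ran from 0.176 to 0.459. The 430 genes raised by injury at an adjusted p under 0.1 had a median log2 fold change of 0.58 with injury and -0.061 with DMI under SNI, and 59.5% of them moved opposite to injury. The 439 genes lowered by injury had medians of -0.42 and -0.085, and 35.5% moved opposite to injury. The simulations gave medians from -0.099 to -0.075 for raised and from 0.068 to 0.10 for lowered genes. These rest on 2077 to 2295 injury genes per draw, more than the 430 and 439 genes. The sizes of the medians are therefore not compared like for like. With the genes called anew in each fit, the sign for raised genes was positive without Sham-Saline replicate 4 (0.062), Sham-Saline replicate 2 (0.018) or SNI-Saline replicate 2 (0.012). Without SNI-DMI replicate 3 it was 0.000 to 3 decimals and changed sign, and it was 0.084 with separate SNI-Saline libraries. With the trends removed the 439 lowered genes had a median of 0.037, and the genes called as lowered in that fit had 0.062. Of the DEGs of both contrasts, 178 were shared, 103 of them in opposite directions and 75 in the same direction, against 87.5 by chance. At an adjusted p under 0.1 the shared genes numbered 27, with 20 in the same direction. From the discordant RRHO signature, the paper proposes that prolonged DMI treatment reversed nerve injury signatures in the DRG.

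**Figure D1:**
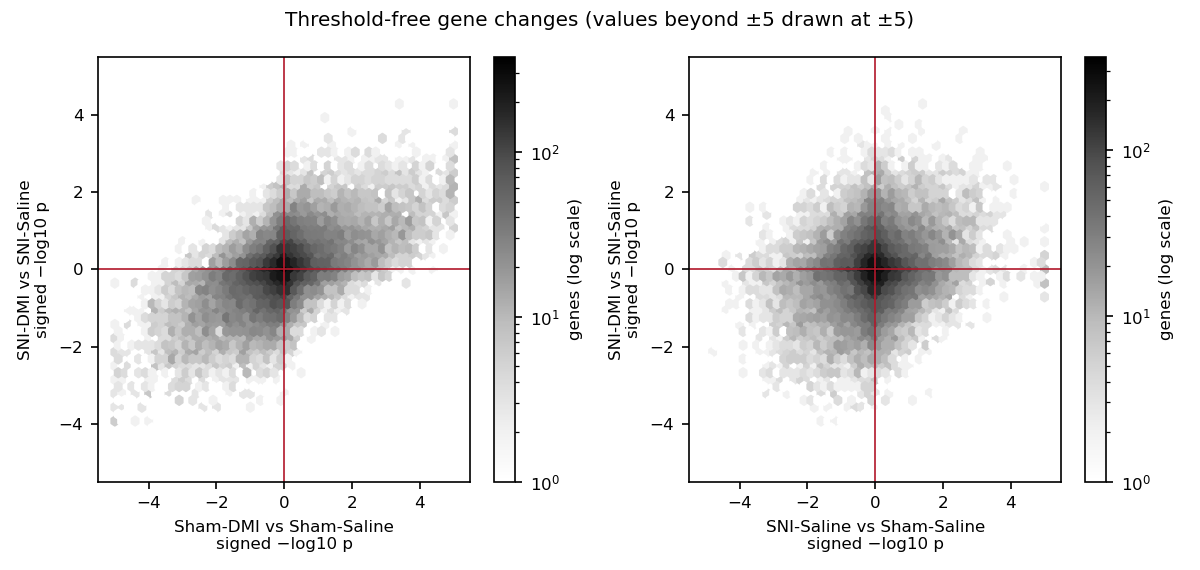
Signed -log10 p per gene, with values beyond 5 in size drawn at 5 and color giving the number of genes. The left panel sets Sham-DMI vs Sham-Saline (x axis) against SNI-DMI vs SNI-Saline (y axis, Spearman correlation 0.58), and the right panel sets SNI-Saline vs Sham-Saline (x axis) against SNI-DMI vs SNI-Saline (y axis, 0.206).

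**Figure D2:**
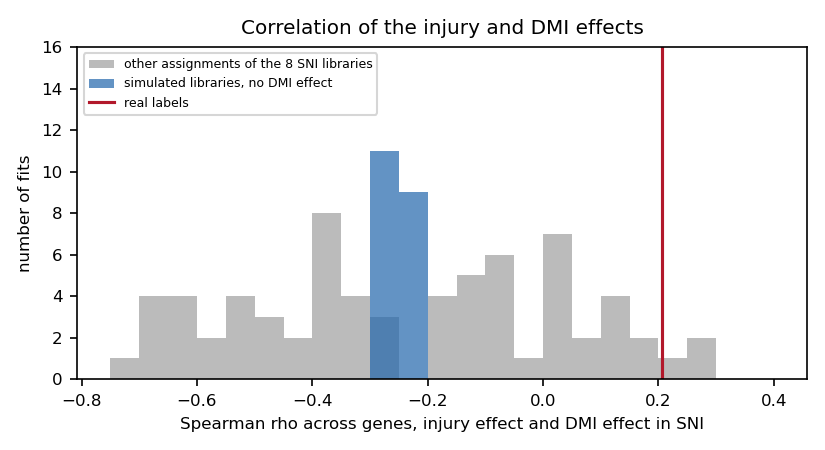
Spearman correlation between the injury effect and the effect of DMI under SNI (x axis) and number of fits (y axis). Grey bars are other assignments of the 8 SNI libraries (-0.734 to 0.275), blue bars are the 20 simulations without a DMI effect, and the red line marks the real labels at 0.206.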

**Fig. 1:**
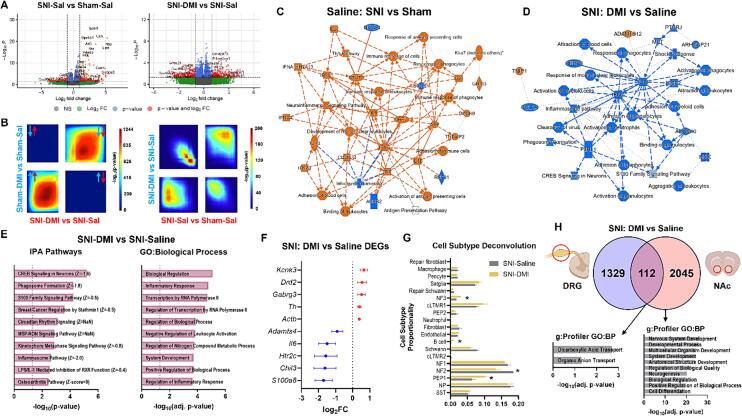
Transcriptional effects of DMI treatment on long-term nerve injury signatures. A) Volcano plots depicting DEGs (red) associated from the SNI-Saline vs Sham-Saline comparison (left) and the SNI-DMI vs SNI-Saline comparison (right). B) RRHO plots comparing SNI-DMI vs SNI-Saline and Sham-DMI vs Sham-Saline (left) and SNI-Sal vs Sham-Sal and SNI-DMI vs SNI-Saline (right). C & D) IPA summary graphs depicting major affected pathways and altered upstream regulator activity in the SNI-Saline vs Sham-Saline comparison (C) and in the SNI-DMI vs SNI-Saline comparison (D). E) Top IPA canonical pathways (left) and top GO:BP hits (right) in the SNI-DMI versus SNI-Saline comparison. F) Representative log2FC values for relevant DEGs from the SNI-DMI vs SNI-Saline comparison. G) Cell subtype deconvolution for the SNI-DMI vs SNI-Saline comparison (cLTMR1/2 = C-fiber low threshold mechanoreceptors, NF1/2/3 = A-fibers, NP = non-peptidergic nociceptors, PEP1/2 = peptidergic nociceptors, SST = pruriceptors; *p < 0.05 multiple t-tests). H) Comparison of DRG and NAc DEGs from the same animals in the SNI-DMI and SNI-Saline groups and accompanying g:Profiler GO:BP analysis. N = 3–4 animals per condition. Data expressed as mean ± SEM.

In order to investigate this further, we used Ingenuity Pathway Analysis (Qiagen) to characterize major molecular pathways affected by injury and DMI treatment. As seen in the IPA summary diagram in Fig. 1**C**, SNI alone induced a primarily pro-inflammatory transcriptional response, represented by a predicted activation of interleukins (IL1B, IL6, IL21, IL27) and interferons (IFNA1/2/4, IFNG, IFNL1) as upstream regulators, as well as activation of phagocytes, leukocytes, and antigen-presenting cells. 

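The 79 tested genes of 5 inflammation lists (cytokines and chemokines, interferon response, antigen presentation, phagosome, inflammasome) had a median log2 fold change of 0.49 in SNI-Saline versus Sham-Saline, and 73 of them were higher after injury. The lists were tested with limma's camera, which presets the correlation between genes at 0.01, and gave p = 1.05e-10. The p was 0.0352 with fry and 0.155 when camera estimated the correlation. The mean log2 CPM of these genes was higher by 0.49 in SNI-Saline (SD 0.282) than in Sham-Saline (SD 0.11), with no overlap (exact permutation p = 0.0286). Adjusted over the list alone, 41 genes had an adjusted p under 0.1 (40 higher), and 24 did so over all genes tested. The median was 0.28 without SNI-Saline replicate 2. By list, the medians were 0.73 for cytokines and chemokines (11 of 12 genes higher, camera adjusted p = 0.0137), 0.67 for interferon response (24 of 26, 3.19e-05), 0.52 for antigen presentation (15 of 15, 3.19e-05), 0.43 for phagosome (17 of 18, 0.00134) and 0.23 for inflammasome (11 of 13, 0.0696). The phagosome median was 0.20 without SNI-Saline replicate 2, and the inflammasome call was lost without Sham-Saline replicate 1 (0.21) or 3 (0.14), SNI-Saline replicate 2 (0.16) or Sham-DMI replicate 2 (0.24). Il1b, Il18, Tap1, Psmb8 and Ctss each stand on a pair of these lists, and the cytokine list holds Il6, Il1b, Il18 and Tnf, which the paper names. Of 31 marker and pathway lists tested, 11 passed an adjusted p of 0.1 with camera, and 1 did so with fry and with the estimated correlation, that of injured sensory neurons. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) rose from 0.123 ± 0.0926 CPM (SD, n = 4) to 0.358 ± 0.0877 (log2 fold change 1.502, SE 0.451, adjusted p = 0.0571). That call was lost without Sham-Saline replicate 1 (1.33), 3 (1.20) or 4 (1.60) or SNI-Saline replicate 1 (1.53) or 4 (1.34), and over the alternatives the adjusted p ran from 0.0336 to 0.0802. Il1b, which overlaps the noncoding gene Il1bos, changed by 0.23 on the log2 scale (SE 0.553, adjusted p = 0.851), and by -0.14 without SNI-Saline replicate 2 and -0.045 without Sham-Saline replicate 4. Il21, Il27, Ifna1, Ifna2, Ifna4 and Ifng had too few counts to be tested. Ifna1 and Ifna4 had 0 counts in all 16 libraries, Ifna2 had 1 count in 1 library, and Ifng had 0.0114 CPM in Sham-Saline and 0.0736 in SNI-Saline.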

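The transcript levels of the upstream regulators Zbtb10, Jun, Irf2bp1 and Creb1 were measured, which is not a measure of their activity. Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222, overlapping the noncoding gene Junos) had 93.1 ± 4.12 CPM (SD, n = 4) in Sham-Saline and 120 ± 7.64 in SNI-Saline, a log2 fold change of 0.36 (SE 0.082, adjusted p = 0.0221, no overlap between the groups). Its adjusted p ran from 5.83e-07 to 0.0769 over the alternatives. Zbtb10 fell by 0.27 on the log2 scale (SE 0.099, adjusted p = 0.109) and Creb1 by 0.19 (SE 0.081, adjusted p = 0.173, from 0.0314 to 0.782 over the alternatives). Creb1 passed an adjusted p of 0.1 with DESeq2 (0.0314) and edgeR (0.062) on the 8 libraries of the contrast. The change of Irf2bp1 was 0.024 (SE 0.101, adjusted p = 0.922). The direction of Creb1 was reversed (0.043) after the removal of the GC content and length trends, and that of Irf2bp1 after it (-0.026) and without SNI-Saline replicate 4 (-0.003). Zbtb10 passed an adjusted p of 0.1 without SNI-Saline replicate 4 (-0.35), Sham-Saline replicate 2 (-0.33) or Sham-DMI replicate 1 or 2, and over the alternatives its adjusted p ran from 0.0269 to 0.294.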

IPA-generated upstream transcriptional regulators with predicted activity changes after SNI included STAT1 (activated, Z = 4.68, p = 7.14e-18), ZBTB10 (activated, Z = 4.997, p = 2.19e-16), JUN (activated, Z = 3.599, p = 1.79e-13), IRF2BP1 (inhibited, Z = -3.766, p = 3.6e-13), and CREB1 (activated, Z = 4.361, p = 4.8e-12), several of which have been implicated in neuropathic pain maintenance mechanisms in the DRGs (Barragán-Iglesias et al., 2020, Son et al., 2007, Yang et al., 2021).

Conversely, DMI treatment under SNI caused a predicted inhibition of IFNG and IL18 activity, while reducing neutrophil, granulocyte, leukocyte, and phagocyte activity **(**Fig. 1**D)**. 

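In SNI-DMI versus SNI-Saline the same 79 inflammation genes had a median log2 fold change of -0.21, and 61 were lower with DMI (camera p = 0.000329, fry p = 0.25, p = 0.415 with the estimated correlation). Their mean log2 CPM differed by -0.25 (SD 0.469 in SNI-DMI and 0.282 in SNI-Saline, exact permutation p = 0.371), and 2 of the 4 SNI-DMI mice lay below every SNI-Saline mouse. Adjusted over the list alone, 4 genes had an adjusted p under 0.1, all lower, and 2 did so over all genes tested. The median was -0.044 without SNI-Saline replicate 2, -0.087 without SNI-DMI replicate 2 and -0.090 without SNI-DMI replicate 3, with camera p of 0.0534, 0.0996 and 0.146. Under sham conditions the same genes had a median of -0.29 (72 lower), and the median difference between both DMI effects was 0.12. The camera p of this difference was 0.161. The list of 11 neutrophil genes was lower in 11 of 11 genes, with a median log2 fold change of -1.38 (camera adjusted p = 6.81e-06, from 2.26e-09 to 0.795 over the alternatives, fry adjusted p = 0.129). All 4 SNI-DMI mice had a lower mean log2 CPM of this list than every SNI-Saline mouse, with a difference of -1.25 (SD 0.498 and 0.589, exact permutation p = 0.0286). Of the lists tested in this contrast, 6 passed an adjusted p of 0.1 with camera, and 0 with fry or the estimated correlation, under which 5 and 0 had an unadjusted p under 0.05. The unadjusted fry p of the neutrophil list was 0.00831. S100a8, which the paper selected from the same libraries, is on the list. Ifng was at 0.0419 CPM in SNI-DMI and had too few counts to be tested. Il18 had 5.02 ± 0.237 CPM (SD, n = 4) in SNI-Saline and 4.89 ± 0.884 in SNI-DMI (log2 fold change -0.036, SE 0.142, adjusted p = 0.919). Its change was 0.009 without SNI-Saline replicate 2, 0.051 without SNI-DMI replicate 2 and 0.020 without SNI-DMI replicate 3, and it overlaps the protein-coding genes Tex12 and Bco2. The medians of the lists for interferon response, antigen presentation, and cytokines and chemokines were -0.086 (17 of 26 genes lower, camera adjusted p = 0.267), -0.24 (13 of 15, 0.143) and -0.28 (8 of 12, 0.389). Over the alternatives these adjusted p ran from 0.138 to 0.795, from 0.00563 to 0.795 and from 0.114 to 0.795. Antigen presentation passed 0.1 with no filter on low counts (0.0834) and with the GC content and length trends removed, chosen after seeing the data (median -0.244, adjusted p = 0.00563). It also did so without SNI-Saline replicate 3 (-0.347) or 4 (-0.338) or SNI-DMI replicate 1 (-0.381) or 4 (-0.273), and was 0.116 without SNI-Saline replicate 2. The cytokine median was 0.003 without SNI-Saline replicate 2 and passed 0.1 without SNI-DMI replicate 1 (-0.611). The interferon median was 0.060 without SNI-Saline replicate 1 and 0.057 without SNI-DMI replicate 2, and passed an adjusted p of 0.1 without SNI-Saline replicate 3 (-0.20) or SNI-DMI replicate 1 (-0.22) or 4 (-0.24).

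**Figure D3:**
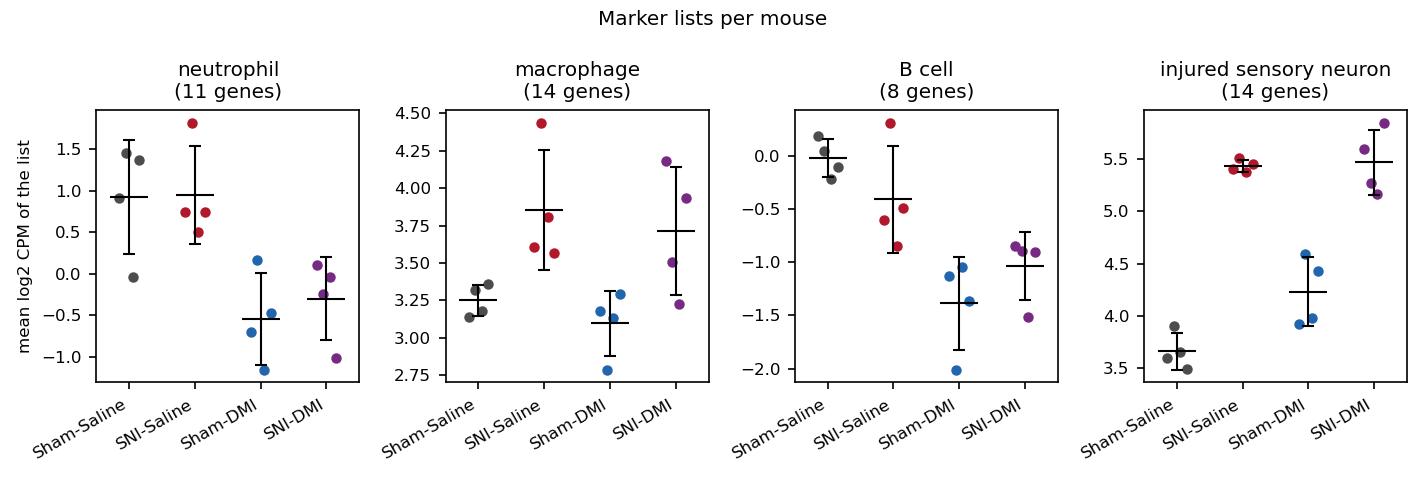
Mean log2 CPM (y axis) of the lists of 11 neutrophil, 14 macrophage, 8 B cell and 14 injured sensory neuron genes, by group (x axis). Each point is 1 mouse, and the line and bar give the mean and SD. In the neutrophil panel the SNI-DMI mice lie between -1.01 and 0.11 and the SNI-Saline mice between 0.50 and 1.82.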

Of note, these DMI-induced changes were also associated with a reduction in pain-associated pathways including CREB Signaling in Neurons, Phagosome Formation, and the Inflammasome Pathway (Fig. 1**E - left;** IPA Canonical Pathways). 

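For the pathways, lists of genes stood in for those of IPA. The 18 CREB-responsive early genes had a median log2 fold change of 0.048 in SNI-DMI versus SNI-Saline, with 13 higher (camera adjusted p = 0.57, exact permutation p of the mean = 0.486), and -0.003 without SNI-DMI replicate 4. The 18 phagosome genes had a median of -0.27, with 16 lower (camera adjusted p = 0.075, from 0.0269 to 0.795 over the alternatives, exact permutation p = 0.4). Without SNI-Saline replicate 2 this median was -0.059 (adjusted p = 0.499), and without SNI-DMI replicates 2 and 3 it was -0.16 and -0.12. The call was also lost without Sham-DMI replicate 1 and with upper-quartile normalization (adjusted p = 0.106). The 13 inflammasome genes had a median of -0.28, with 12 lower (camera adjusted p = 0.0148, from 0.00195 to 0.795 over the alternatives). Their mean log2 CPM differed by -0.36 (exact permutation p = 0.114), and the median ran from -0.28 to -0.089 with single libraries left out.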

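The 15 tested negative regulators of leukocyte activation had a median log2 fold change of -0.16 in SNI-DMI versus SNI-Saline, with 8 lower and 7 higher (camera adjusted p = 0.189, from 0.0618 to 0.795 over the alternatives, exact permutation p = 0.257). The median was 0.064 without SNI-Saline replicate 2, passed an adjusted p of 0.1 without SNI-Saline replicate 3 (-0.12) or SNI-DMI replicate 1 (-0.18), with no filter on low counts (-0.161) and with the GC content and length trends removed, chosen after seeing the data (-0.076), and was 0.014 over genes with at least 10 counts in every library. Among the transcripts of the upstream regulators Irf2bp2, Zfp36, Cebpe and Tcl1 (the mouse gene of TCL1A), Irf2bp2 (ENSMUSG00000051495, chromosome 8, 126588296 to 126593986, overlapping the noncoding gene Gm26759) rose from 18.5 ± 1.65 CPM (SD, n = 4) in SNI-Saline to 22.4 ± 1.74 in SNI-DMI. Its log2 fold change was 0.27 (SE 0.082, adjusted p = 0.105, from 0.0184 to 0.178 over the alternatives), without overlap between the groups. It passed an adjusted p of 0.1 without Sham-Saline replicate 1 (0.29) or Sham-DMI replicate 1 (0.27) or 2 (0.29). Zfp36, which overlaps the noncoding gene Gm44710, changed by 0.076 (SE 0.12, adjusted p = 0.774) and Cebpe by 0.38 (SE 0.461, adjusted p = 0.69). Tcl1 had 0 counts in all 16 libraries.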

Gene ontology analysis confirmed the anti-inflammatory transcriptional effects of DMI treatment under SNI as seen by top GO: Biological Process pathways, such as Negative Regulation of Leukocyte Activation **(**Fig. 1**E - right).** IPA-generated transcriptional regulators with predicted activity changes in this condition included TCL1A (inhibited, Z = -2.236, p = 4.62e-6), ZFP36 (activated, Z = 2.985, p = 9.62e-6), IRF2BP2 (activated, Z = 3.199, p = 8.85e-5), BRD4 (inhibited, Z = -2.724, p = 1.66e-4), and CEBPE (inhibited, Z = -2.408, p = 3.25e-4).

However, DEGs from the SNI-DMI versus SNI-Saline comparison were not exclusively anti-inflammatory in nature. As seen in Fig. 1**F**, along with a reduction in pro-inflammatory genes (*Il6, Chil3, S100a8*), there were gene expression changes in serotonin (*Htr2c*), GABA (*Gabrg3*), and dopamine (*Drd2*) receptors, as well as changes in potassium regulation (*Kcnk3*), dopamine synthesis (*Th*), and cytoskeletal (*Actb*) and extracellular matrix (*Adamts4*) regulation. 

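Of the 10 genes named in Fig. 1F, 8 had a nominal p under 0.05 in SNI-DMI versus SNI-Saline, 9 an adjusted p under 0.1 when adjusted over the list alone, and 3 over all genes tested. The study chose this list on the same libraries, so the adjustment over the list is not independent evidence. Il6 fell from 0.358 to 0.127 ± 0.0541 CPM (SD, n = 4), a log2 fold change of -1.48 (SE 0.453, adjusted p = 0.11, from 0.0641 to 0.221 over the alternatives). It passed an adjusted p of 0.1 without Sham-Saline replicate 3 (-1.47), SNI-Saline replicate 2 (-1.59) or Sham-DMI replicate 1 (-1.48) or 2 (-1.47). S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) fell from 5.80 ± 2.80 CPM to 1.79 ± 0.641 (log2 fold change -1.697, SE 0.422, adjusted p = 0.0747). Its adjusted p ran from 0.00362 to 0.122 over the alternatives, and its call was lost without any 1 of the 8 SNI libraries (-1.90 to -1.30). In both genes every SNI-DMI mouse lay below every SNI-Saline mouse. Htr2c (ENSMUSG00000041380, chromosome X, 146962513 to 147197277) fell from 0.312 ± 0.138 CPM to 0.106 ± 0.0527 (log2 fold change -1.57, SE 0.422, adjusted p = 0.0883, from 0.0409 to 0.158). That call was lost in 10 of the 16 fits without 1 library (-1.88 to -1.31), where only those without Sham-Saline replicate 1 or 3, SNI-Saline replicate 2 or Sham-DMI replicate 1, 2 or 4 kept it, and the gene overlaps 8 small noncoding genes. Actb (ENSMUSG00000029580, chromosome 5, 142903115 to 142906754) rose from 750 ± 63.4 CPM to 980 ± 29.4, a log2 fold change of 0.39 (SE 0.059, from 8.59e-06 to 0.0858 in adjusted p over the alternatives), without overlap. Without SNI-Saline replicate 1 or 3 or SNI-DMI replicate 1, 2 or 3 it did not pass an adjusted p of 0.1. Kcnk3 (ENSMUSG00000049265, chromosome 5, 30588170 to 30625271) rose from 24.8 ± 8.28 CPM to 39.1 ± 2.68, also without overlap (log2 fold change 0.66, adjusted p = 0.169, from 0.0578 to 0.256 over the alternatives), and overlaps the noncoding gene Gm9899. Th (ENSMUSG00000000214, chromosome 7, 142892752 to 142931128) rose from 140 ± 12.3 CPM to 184 ± 31.3 (log2 fold change 0.39, adjusted p = 0.127, from 0.00469 to 0.255). Adamts4 (ENSMUSG00000006403, chromosome 1, 171250421 to 171260637), whose value is uncertain because it overlaps another annotated gene, fell from 1.66 ± 0.431 CPM to 0.890 ± 0.347 (log2 fold change -0.90, adjusted p = 0.109, from 0.0184 to 0.155). Kcnk3, Th and Adamts4 passed an adjusted p of 0.1 with DESeq2 and edgeR on the 8 libraries, Th and Adamts4 with DESeq2 on 16 libraries, Kcnk3 and Th with no filter on low counts, and Adamts4 over genes with at least 10 counts in every library. Kcnk3 (0.90) and Th (0.46) did so without SNI-Saline replicate 2, and Kcnk3, Th and Adamts4 without Sham-DMI replicate 1, as did Adamts4 without Sham-DMI replicate 2 (-0.89). Gabrg3 (ENSMUSG00000055026, chromosome 7, 56716465 to 57387188) rose from 3.19 ± 1.11 CPM to 4.58 ± 0.568 (log2 fold change 0.53, SE 0.257, adjusted p = 0.281, from 0.0673 with DESeq2 on 8 libraries to 0.315), with an exact permutation p of 0.114. For Drd2 (ENSMUSG00000032259, chromosome 9, 49340627 to 49408177) the change was from 2.79 ± 1.26 CPM to 4.06 ± 0.695 (log2 fold change 0.55, SE 0.321, adjusted p = 0.371, from 0.255 to 0.49), with an exact permutation p of 0.171.

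**Figure D4:**
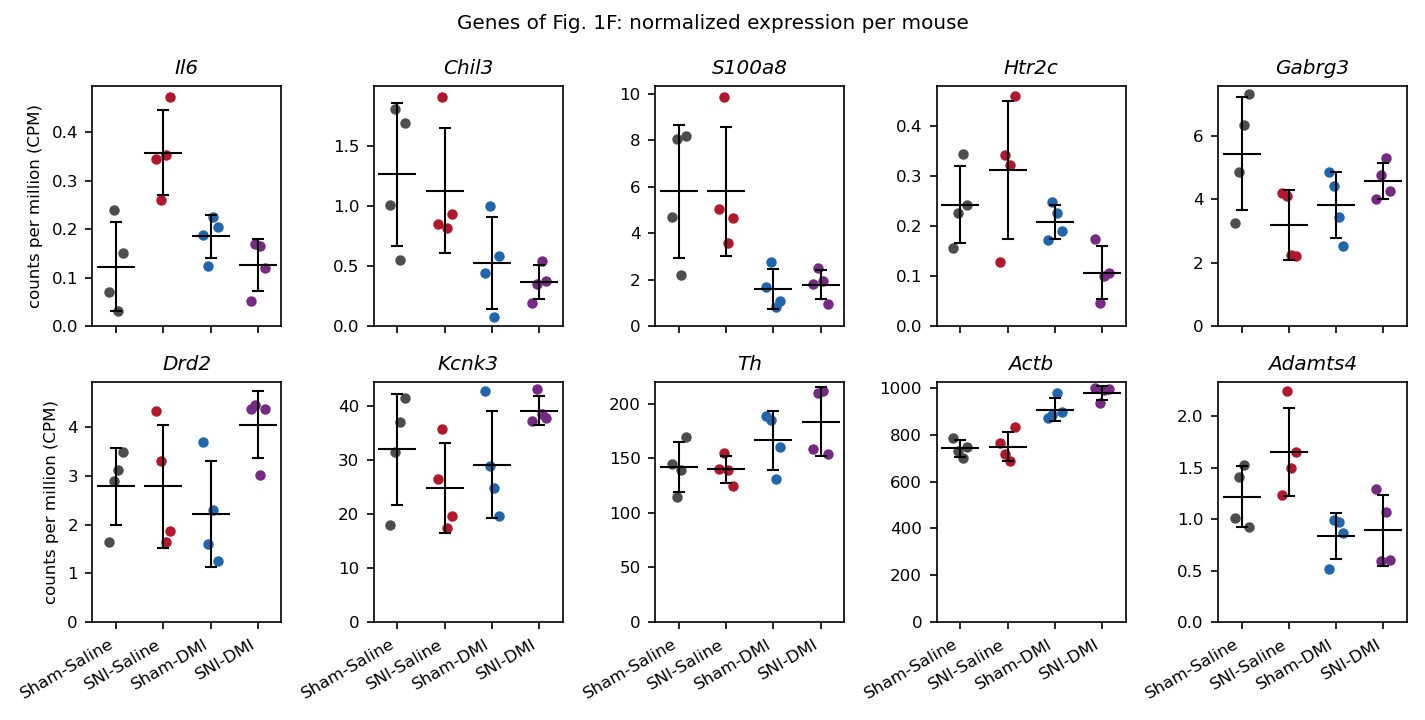
CPM (y axis, 1 panel per gene) of the 10 genes of Fig. 1F by group (x axis). Each point is 1 mouse, and the line and bar give the mean and SD. Il6, Chil3 and S100a8 are lower in all 4 SNI-DMI mice than in every SNI-Saline mouse, and Actb and Kcnk3 are higher.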

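Marker lists of sensory neuron classes were compared between SNI-DMI and SNI-Saline in place of a deconvolution. The NF and PEP lists do not separate the subtypes that the paper's deconvolution did. The 13 A-fiber (NF) genes had a median log2 fold change of -0.017, with 7 lower (camera adjusted p = 0.313, exact permutation p of the mean = 0.171), and 0.014 without SNI-Saline replicate 1 and 0.006 without SNI-Saline replicate 4. The 9 peptidergic (PEP) genes had a median of 0.086, with 8 higher (adjusted p = 0.164, exact permutation p = 0.229). In the 9 non-peptidergic (NP) genes it was -0.091, with 6 lower (adjusted p = 0.128), and in the 8 SST pruriceptor genes -0.057, with 7 lower (adjusted p = 0.348). The 5 genes of C-fiber low threshold mechanoreceptors, among them Th, had a median of 0.12, all higher (adjusted p = 0.2, exact permutation p = 0.371). The 10 genes of all sensory neurons had a median of 0.045 (7 higher, adjusted p = 0.485), and the 14 genes of injured sensory neurons also 0.045 (8 higher, adjusted p = 0.635), and -0.13 without SNI-DMI replicate 4. With no filter on low counts the PEP (adjusted p = 0.0871) and NP (0.0786) lists passed an adjusted p of 0.1. Without SNI-DMI replicate 2 the PEP (0.098), NP (-0.18) and SST (-0.12) lists passed it. The PEP list also did so without SNI-Saline replicate 2 (0.11), the NP list without SNI-Saline replicate 1 (-0.13), and the mechanoreceptor list without SNI-DMI replicate 1 (0.15) or 4 (0.14).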

Surprisingly, cell subtype deconvolution analysis based on annotations from Renthal et al. (Renthal et al., 2020) suggested that DMI induced changes in A- and C-fiber-associated genes under SNI conditions, as opposed to injury-associated immune cell populations such as neutrophils and macrophages (Fig. 1**G**; multiple t-tests: PEP1 p = 0.0207, t-ratio = 3.117, df = 6; NF2 p = 0.0397, t-ratio = 2.763, df = 5; B cell p = 0.0335, t-ratio = 2.908, df = 5; NF3 p = 0.00137, t-ratio = 7.924, df = 4). Both SNI-DMI and SNI-Saline groups showed an increase in transcriptional contributions of macrophages relative to the Sham-Saline group (multiple t-tests: SNI-DMI vs Sham-Saline MeanDiff ± SEM = +0.0113 ± 0.00457, p = 0.049, t-ratio = 2.461, df = 6; SNI-Saline vs Sham Saline MeanDiff ± SEM = +0.0138 ± 0.00356, p = 0.0083, t-ratio = 3.867, df = 6).

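The mean log2 CPM of 14 macrophage genes was 3.25 ± 0.11 (SD, n = 4) in Sham-Saline, 3.85 ± 0.40 in SNI-Saline and 3.71 ± 0.43 in SNI-DMI. SNI-Saline exceeded Sham-Saline by 0.60, with all 4 mice above every Sham-Saline mouse (exact permutation p = 0.0286). SNI-DMI exceeded it by 0.46, with 3 of 4 mice above every Sham-Saline mouse (exact permutation p = 0.0857). With single libraries left out these differences ran from 0.42 (without SNI-Saline replicate 2, the highest library at 4.44) to 0.70 and from 0.33 (without SNI-DMI replicate 1) to 0.62. In the test of the list, its median log2 fold change after injury was 0.70 with 14 of 14 genes higher (camera adjusted p = 7.55e-06), and 0.46 without SNI-Saline replicate 2. Ctss, Fcer1g and Mrc1 of this list are also on the phagosome or antigen presentation lists.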

We lastly wanted to determine whether any DMI-induced transcriptional effects were conserved across regions of the nociceptive circuitry by comparing DEGs between the DRG and NAc of the same animals. Interestingly, we identified only 112 genes that were differentially regulated in both pain-processing regions (NAc: 2,157 DEGs p-nominal < 0.05 & 298 p-adjusted < 0.1; Fig. 1**H**). These DEGs were largely unrelated, as the only significant ontologies associated with them were Dicarboxylic Acid Transport and Organic Anion Transport (g:Profiler GO:BP; Fig. 1**H**). Compared to inflammatory pathways observed with DRG DEGs from SNI-DMI animals, NAc DEGs were largely associated with neuronal development processes (g:Profiler GO:BP; Fig. 1**H**). Therefore, DMI appeared to have region-specific effects even under identical injury and treatment conditions.

## 4 Discussion

In this study, we identified a robust anti-inflammatory transcriptional signature in DRGs from nerve-injured mice after prolonged DMI treatment. This signature was largely different from that which was observed in the nucleus accumbens, suggesting region-specific mechanisms of action. While many groups have described the role of higher order pain regions in maintaining chronic pain states and comorbid affective abnormalities, the ability of antidepressants to attenuate peripheral inflammatory cascades might further explain the effectiveness of antidepressants in alleviating chronic pain. These findings might also further explain the acute anti-allodynic and anti-nociceptive properties of antidepressants that have been noted in several pre-clinical models.

Inflammation is a core mechanism underlying hypersensitivity of peripheral sensory neurons, as it is induced by various perturbations including nerve injury (Yu et al., 2020), viral infection (Serafini et al., 2023b), and chemical/diabetic (Hall et al., 2022, Zhang et al., 2016) neuropathies. Our findings were supported by Kremer et al., in which chronic duloxetine (a serotonin-specific reuptake inhibitor) administration alleviated chronic constriction injury-induced mechanical hypersensitivity and downregulated pro-inflammatory signatures, such as TNFα signaling (Kremer et al., 2018). When combined with our data, these findings suggest that structurally distinct monoamine-targeting antidepressants can attenuate injury immune responses across various neuropathy models. Furthermore, there is evidence that some, but not all, inflammation-associated effects of certain antidepressants are dependent on adrenergic signaling to the DRG (Kremer et al., 2018), and that β2-adrenoceptors (β2-ARs) are necessary for the anti-allodynic effects of DMI in neuropathy models (Yalcin et al., 2009). However, others have shown that inhibition of β2-AR activity can attenuate pain in various preclinical models (Shen et al., 2022). These findings also necessitate a consideration for the role of satellite glial cell (SGC) signaling in DMI therapeutic effects, as these cells express β2-ARs, demonstrate DMI-sensitive activity (Tang et al., 2010), and, upon activation, lead to neuronal hyperexcitability at least in part through pro-inflammatory cascades (Takeda et al., 2009). While our deconvolution suggested no changes in SGC-related DEGs, this could be due to the presence of various SGC subclasses that respond differently to injury states (Tonello et al., 2023). These considerations emphasize the importance of further work determining the effects of DMI on neuronal cells with and without the presence of non-neuronal cells.

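The 8 satellite glia marker genes had a median log2 fold change of 0.093 in SNI-DMI versus SNI-Saline, with 5 higher (camera adjusted p = 0.2, from 0.037 to 0.795 over the alternatives). Their mean log2 CPM differed by 0.080 (exact permutation p = 0.314). The list passed an adjusted p of 0.1 without SNI-Saline replicate 1 (0.15) or SNI-DMI replicate 2 (0.10). A list of this size does not resolve satellite glia subclasses.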

The predicted alterations in upstream transcriptional regulator activity in DRGs from SNI-DMI animals added further color to the role of DMI in attenuating inflammatory-associated pathways from a neuronal perspective. For example, Hsieh et al. previously found that increased BRD4 expression in the DRG after complete Freund’s adjuvant was associated with activated Na_v_1.7 activity underlying hyperalgesia (Hsieh et al., 2017), and our analysis predicted an inhibition of BRD4 activity after DMI treatment. Furthermore, our deconvolution analysis predicted that the effects of DMI were associated with altered gene expression within neuronal subpopulations, suggesting a possible interruption of neuronal recruitment of circulating immune cells after nerve injury. While genes associated with broad classifications of infiltrating immune cells did not change between the SNI-DMI vs SNI-Saline groups, future work will delineate whether immune cell subtypes within these classifications are changing. For example, we observed a reduction in *Chil3* expression, an M2 macrophage marker which has been shown to decrease during recovery from nerve injury (Ydens et al., 2020). These findings emphasize the need to assess infiltrating immune cell signatures in the DRG after treatment with DMI over several timepoints and to implement analysis techniques that will provide insight on cell-type specific effects.

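In SNI-DMI versus SNI-Saline the macrophage list had a median log2 fold change of -0.12, with 13 of 14 genes lower (camera adjusted p = 0.267, from 0.0197 to 0.795 over the alternatives), and an exact permutation p of 0.657 for its mean. The median was 0.14 without SNI-Saline replicate 2 and 0.024 without SNI-DMI replicate 3, and it passed an adjusted p of 0.1 without SNI-Saline replicate 1 (-0.21) or 4 (-0.22) or SNI-DMI replicate 1 (-0.29). The 9 T cell genes had a median of -0.17 (6 lower, adjusted p = 0.555), and it was 0.32 without SNI-Saline replicate 2 and 0.009 without SNI-DMI replicate 3. The 8 B cell genes were all lower, with a median of -0.54 (camera adjusted p = 0.0922, from 0.00543 to 0.795 over the alternatives). The B cell mean log2 CPM was lower in every SNI-DMI mouse than in every SNI-Saline mouse, with a difference of -0.63 (exact permutation p = 0.0286). The B cell median was -0.094 without SNI-Saline replicate 2 (adjusted p = 0.34) and -0.12 over genes with at least 10 counts in every library (adjusted p = 0.554), and with upper-quartile normalization the adjusted p was 0.113. The call was also lost without SNI-DMI replicate 3 (-0.40), Sham-Saline replicate 4 or Sham-DMI replicate 1 or 4.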

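Chil3 (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564) had 1.26 ± 0.594 CPM (SD, n = 4) in Sham-Saline, 1.13 ± 0.521 in SNI-Saline, 0.526 ± 0.383 in Sham-DMI and 0.366 ± 0.144 in SNI-DMI. Its log2 fold change in SNI-DMI versus SNI-Saline was -1.61 (SE 0.494, adjusted p = 0.11, from 0.0322 to 0.18 over the alternatives), with every SNI-DMI mouse below every SNI-Saline mouse. The change with injury was -0.17 (adjusted p = 0.867), and 0.058 and 0.004 without Sham-Saline replicates 2 and 4. In Sham-DMI versus Sham-Saline Chil3 fell by 1.20 on the log2 scale (SE 0.472, adjusted p = 0.0919, from 0.0434 to 0.214 over the alternatives, exact permutation p = 0.114), and this call was lost in 9 of the 16 fits without 1 library (-1.28 to -0.88). The change in SNI-DMI passed an adjusted p of 0.1 without Sham-DMI replicate 1, 2 or 3 (-1.613 to -1.603). The difference between both DMI effects was -0.41 (SE 0.68, adjusted p = 0.897). SNI-Saline replicate 2 stood apart from the other SNI-Saline mice, at 1.91 CPM against 0.819 to 0.932.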

Of note, this study was limited by its exclusive use of male mice. In future studies, we will directly compare these signatures to a matched cohort of female mice. These findings will be important considering prior studies demonstrating sex specific changes in DRG injury pathways relevant to this study, such as TNFα signaling (Maguire et al., 2022) and TLR signaling (Chernov and Shubayev, 2021). Several of these sex differences observed in pre-clinical studies that are related to injury-induced inflammatory axes have been replicated in DRGs from neuropathic pain patients (Ray et al., 2023), further emphasizing the translational relevance of understanding the effects of antidepressants on peripheral nervous system injury responses.

## 5 Conclusions

DMI induced robust changes in gene expression in both the peripheral and central nervous system after prolonged administration. These changes appeared to be region-specific, and this may present an opportunity to more effectively treat complicated, chronic pain conditions that present with various maladaptations across the pain circuitry.

## Funding sources

This work was supported by NIH NINDS NS086444 and NS111351 to VZ.

## CRediT authorship contribution statement

**Randal A. Serafini:** Writing – original draft, Validation, Investigation, Formal analysis, Data curation, Conceptualization. **Aarthi Ramakrishnan:** Writing – review & editing, Methodology, Formal analysis, Data curation. **Li Shen:** Writing – review & editing, Supervision, Methodology, Data curation. **Venetia Zachariou:** Writing – review & editing, Supervision, Project administration, Funding acquisition, Conceptualization.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

RNA sequencing data is available on NCBI GEO under ID GSE261676.

# Supplementary material for: Desipramine induces anti-inflammatory dorsal root ganglion transcriptional signatures in the murine spared nerve injury model
**Source:** Neurobiol Pain. 2024 Mar 20;15:100153. doi: 10.1016/j.ynpai.2024.100153
**Supplement:** Supplementary data 1

**SUPPLEMENTARY DATA**

**
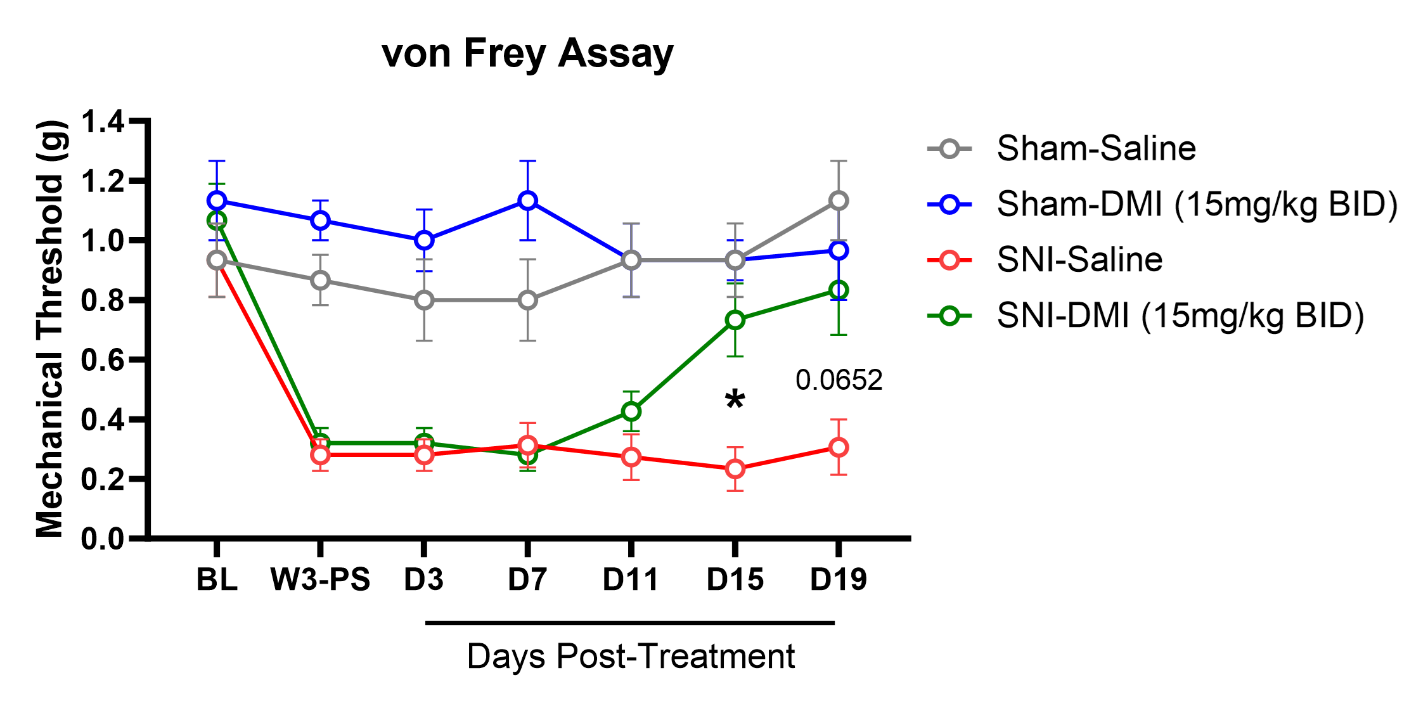
**

**Supplementary Figure 1. Desipramine alleviates mechanical hypersensitivity in male mice with prolonged peripheral nerve injury. A)** SNI-DMI mice showed significantly higher mechanical thresholds than SNI-Saline mice by 15 days after treatment initiation, which occurred on week four after surgery (n = 6 animals/group; repeated measures two-way ANOVA interaction factor F(18,120) = 2.756, p = 0.0005; Tukey’s m.c. SNI-Saline vs SNI-DMI D15 df = 8.159, q = 4.94, p = 0.0325; D19 df = 8.342, q = 4.227, p = 0.0652). Data are expressed as mean ± SEM. Abbreviations: W3-PS; Week 3 Post-Surgery; DMI = desipramine; BID = twice-daily.

How the deposited data were processed for this re-analysis (not part of the article)

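RNA from the DRGs of 16 mice was sequenced by the authors, with 4 mice in each of the groups Sham-Saline, SNI-Saline, Sham-DMI and SNI-DMI and 1 mouse per library. The authors aligned the reads to mm10 and counted them per Ensembl gene. The values are whole-number counts without normalization, and every file closes with 5 lines of reads that were not assigned to a gene, in the form written by htseq-count. These lines were left out of the counts. The version of the counter, the annotation release and the use of strand information are not stated in the labels or in the paper's methods. Of the 52636 genes listed, 52403 are in GENCODE M21 on GRCm38, and 233 are not and have no symbol or coordinates here. Coordinates and overlaps between genes come from that annotation.

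Reads on genes per library ran from 59076749 to 70125807 in Sham-Saline, 54975901 to 65119126 in SNI-Saline, 41194238 to 73920332 in Sham-DMI and 57330482 to 65446093 in SNI-DMI. They made up 79.56% to 81.17% of all read pairs. No feature was found for 7.1% to 9.44%, and 3.05% to 3.41% were ambiguous. A further 5.71% to 6.4% aligned in more than 1 place, 0.68% to 0.99% did not align and 0.95% to 1.2% were of low quality. The largest share of any gene in a library was 0.61% (Map1b). The chi-square between pairs of replicates, averaged over genes, ran from 10 to 42.5, where counting error alone gives about 1. Genes with high counts weigh most in this mean, so it does not show what limits the precision of genes with few counts. The lowest correlation of log2 CPM between replicates was 0.987, and the first 3 principal components held 17.2%, 13.1% and 9.9% of the variance.

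Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0, mgcv 1.9.3 and fgsea 1.28.0, and tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The paper used DESeq2 1.32.0 in R 4.1.1. In the main analysis, genes were kept by edgeR's filterByExpr with default settings on the 4 groups (21371 genes), scaled by TMM and fitted by glmQLFit with 1 coefficient per group. The contrasts were SNI-Saline versus Sham-Saline, SNI-DMI versus SNI-Saline, Sham-DMI versus Sham-Saline, and the difference between both DMI effects. DEGs are genes with a nominal p under 0.05 and an absolute log2 fold change of at least 0.32, as in the paper. Adjusted p-values are by the Benjamini-Hochberg method, with a threshold of 0.1. Single values and list means of 4 mice against 4 were compared by exact two-sided permutation tests on log2 CPM with a prior count of 2.

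Threshold-free comparisons used the Spearman correlation, across genes, of the sign of the fold change times -log10 p, and hypergeometric overlaps of the ranked lists on a grid with a step of 250 genes. To show what the shared SNI-Saline libraries contribute, libraries without a DMI effect were simulated in 20 draws, the SNI-Saline libraries were parted between the contrasts in 6 ways, and the library labels were regrouped. Each gene was simulated independently, so the spread over the draws leaves out deviations that genes share within a library. The gene lists were written by hand and comprise 32 lists, with 5 for inflammation, 4 for pathways, 21 for cell types, and checks for the Y chromosome and X inactivation. Lists with fewer than 3 tested genes were left out, which removed the X inactivation list. Lists were tested with camera at a preset correlation of 0.01, with fry, and with camera's estimated correlation, and adjusted over the lists within a contrast. Reactome sets of 10 to 500 tested genes (909 sets) were tested in the same way. The genes named are those that the study names and, for each contrast, the 5 with the smallest p among the higher and the 5 among the lower genes with an adjusted p under 0.1 and no overlap between the groups. Some of these genes are not reported. These lists, the rule, the tests and the alternatives were set before the data were examined, except where the text says otherwise.

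The alternatives set in this way were no cut-off on the fold change, no filter on low counts (38220 genes with at least 1 count), at least 10 counts in every library (18011 genes), upper-quartile normalization, the replicate number as a block, 1 surrogate variable from svaseq, DESeq2 on all 16 libraries, DESeq2 and edgeR on the 8 libraries of a contrast, ranking by log2 fold change, separate SNI-Saline libraries, fry and the estimated correlation. Each of the 16 libraries was also left out in turn. A range over the alternatives given beside an adjusted p does not include these fits without 1 library. It does include the removal of trends on GC content and exon length, which was added after seeing the data. A smooth curve with a basis size of 8 was fitted to each library with mgcv and entered as an offset. The median log2 fold change of all genes was -0.001, -0.005 and -0.021 in the 3 contrasts, and 0.013, -0.016 and -0.014 with upper-quartile normalization.

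The procedure was tested on simulated data with 200 changed genes among 21371. Of the changed genes 72.5% were called, and 90.1% of the 151 with a mean of at least 1 CPM. Of the 159 calls 8.8% were on unchanged genes, and a contrast without change gave 0 calls. A moved list of 20 genes was found by camera and fry, and 0 unmoved lists were called. The genes were simulated independently and the lists drawn at random, so this does not test camera's preset correlation on lists of co-regulated genes. Other splits of the real libraries gave a median of 12 called lists for injury, 11 for DMI under SNI and 7 under sham conditions. The real labels gave 11, 6 and 10. Where a GC trend was added to simulated libraries, its removal brought 8968 calls down to 161.

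IPA, gene ontology and the deconvolution with CIBERSORTx were not repeated, and the nucleus accumbens data and the behavior were not analysed here.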

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

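The tests of GC content and length, of the neutrophil list against other blood lists, of mixing between libraries, of the library numbers and of the choice of genes raised by injury were chosen only after the results were seen.

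Among 224 groups of 4 libraries of the named genes, 7 held a mouse far from the other 3, with a gap to the nearest value, as a share of the group's range, above Dixon's 95% critical value. Chance gives 11.2 at 1 in 20. The ratio was 0.848 for Chil3 in SNI-Saline replicate 2 (1.91 CPM against 0.819 to 0.932), 0.953 for Drd2 in SNI-DMI replicate 3 (3.02 against 4.37 to 4.46) and 0.84 for Actb in SNI-DMI replicate 2 (937 against 990 to 1000). It was 0.859 for Irf2bp1 in Sham-DMI replicate 1 (35.1 CPM against 23.8 to 25.1) and 0.852 for Scn9a in SNI-DMI replicate 3 (426 against 368 to 376). It was 0.94 for Gpr151 in Sham-Saline replicate 1 (2.19 CPM against 1.39 to 1.42) and 0.846 for Ndufb10 in SNI-DMI replicate 3 (145 against 131 to 133). The number is below that of chance, and neither a technical nor a biological explanation was tested for single mice.

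The effect of DMI differed between SNI and sham mice for 3 lists by the camera test of the difference. The medians of the difference were -0.19 for injured sensory neurons (camera adjusted p = 0.0784), 0.90 for B cells (0.0784) and -0.67 for bone (0.0673, 3 genes). With fry the adjusted p was 0.861, 0.861 and 0.394, and with the estimated correlation 0.975, 0.975 and 0.787. In sham mice DMI lowered the B cell list by a median of -1.38 with an exact permutation p of 0.0286, but over genes with at least 10 counts in every library the median was -0.159 and no longer passed. The difference of 0.90 was not recomputed with that filter. Among the genes that the paper names, the difference was -2.01 for Il6, 1.04 for Gabrg3 and -2.15 for Npy, each with an adjusted p of 0.0722 when adjusted over the list alone (27 genes), which is not independent evidence. Over all genes tested their adjusted p was 0.619, and with the GC content and length trends removed the values were -2.05, 0.92 and -2.13. The test was first run over all named genes and then limited to the paper's genes, since the other genes were chosen from the same contrasts. Of 100 draws of the library labels, the real one included, 15 gave at least 1692 genes with a nominal p under 0.05 for the difference. These draws swapped SNI and sham libraries within each treatment and can carry injury effects into the difference, so the 15 decide nothing. For the observed 0 genes with an adjusted p under 0.1, 100 of 100 draws gave at least as many, which any labels would, so this tests nothing. The highest count in another draw was 1152. A difference of the DMI effect between injured and sham mice stays open as untested biology for these genes and lists.

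The paper reports the contrast of Sham-DMI versus Sham-Saline only in its RRHO comparison. Here it held 1950 DEGs with an adjusted p under 0.1 (691 higher and 1259 lower), more than the 229 of DMI under SNI. Among the genes with the smallest p were Ndufs7, Aprt, Atp5g2, Elob and Ndufb10, which rose by 0.44 to 0.53 on the log2 scale, and Col4a3bp, Mosmo and Ccdc50, with log2 fold changes from -0.40 to -0.36 (all with an adjusted p of 0.00176). The 9 alternatives for these genes include the removal of GC content and length trends. Over them the changes of Col4a3bp, Mosmo and Ccdc50 were as small as -0.132, -0.127 and -0.143. Col4a3bp and Mosmo kept their call in 8 of the 9 and Ccdc50 in all 9, as did the 5 raised genes. Aprt and Elob overlap other protein-coding genes, which leaves their values uncertain. No other split of the 8 sham libraries gave as many genes (1 of 35 splits, the real one included, with 1075 as the highest other count), and 1 of 35 gave as many of the 2457 DEGs. The log2 fold change correlated with GC content (0.306) and length (-0.32) across genes. With these trends removed 1146 genes passed an adjusted p of 0.1, and again no other split gave as many (highest 419), which argues against the trends as the whole cause. The count was 1136 without Sham-DMI replicate 1, 1289 without Sham-Saline replicate 3 and 2957 without Sham-DMI replicate 2. The depth of Sham-DMI replicate 3 was the lowest, at 41194238 reads, and without it the count stayed within 1.5 times. The labels give DMI and saline libraries separate blocks of numbers with 0 numbers shared, so a batch that follows these blocks and the effect of DMI cannot be told apart in any contrast of DMI with saline.

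The 38 genes raised by injury with a log2 fold change of at least 2 (median 2.45) were also higher in Sham-DMI than in Sham-Saline, with a median of 0.71, and 34 of 38 were higher (15 at a nominal p under 0.05, 13 at an adjusted p under 0.1). With genes of at most 3 counts in a whole group set to that limit, or left out where both groups were so low, the medians were 2.42 and 0.69. In SNI-DMI versus SNI-Saline the same genes had a median of -0.17, and 0 of the 13 higher genes had a nominal p under 0.05. The difference between both DMI effects was -1.03. Genes chosen for a rise with injury tend to be low in the Sham-Saline and high in the SNI-Saline libraries used, which shifts both values without any DMI effect. In 20 simulations with no DMI effect, genes chosen in this way (53 to 79) had medians from 0 to 0.431 in Sham-DMI, from -0.29 to -0.006 in SNI-DMI and from -0.751 to -0.316 for the difference. The -0.17 lies within its range, while 0.71 and -1.03 lie outside theirs. The simulated genes were drawn independently, without the deviations that genes share within a real library. These ranges may therefore be too narrow to tell whether 0.71 and -1.03 exceed what no DMI effect gives. In the 36 ways of choosing the genes (9 to 47) in 2 Sham-Saline and 2 SNI-Saline libraries and measuring them against the others, the medians ran from 0.158 to 1.449 in Sham-DMI and from -0.081 to 0.163 in SNI-DMI. The difference then ran from -1.351 to -0.158 with a median of -1.014. A batch that multiplies these genes alike in all DMI libraries would leave no difference in this test, and the -1.014 argues against it, while a small added amount would not show beside the level after injury. With the GC content and length trends removed the sham median was 0.69. Reads or tissue of an injured library in Sham-DMI libraries would bring macrophage genes, whose mean log2 CPM differed by -0.15 between Sham-DMI and Sham-Saline (exact permutation p = 0.2). This does not decide it, since injury moved that list by only 0.60 and the 4 Sham-DMI libraries held a median of 4.3%, 17%, -2.2% and 13.6% of the injured level, so that mixing and a response of sham DRGs to DMI cannot be told apart.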

How the results depend on the processing

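The removal of GC content and length trends was chosen after seeing the data, and all other settings in this part were chosen before.

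Over 106 results for single genes and lists, the alternatives that used every library gave 798 comparisons, of which 709 kept their direction and side of the threshold, 45 no longer passed it, 37 newly passed it, and 7 reversed. The 1696 comparisons without 1 library gave 1494, 109, 48 and 45, and the 106 with the trends removed gave 82, 12, 6 and 6. The cause was not tested unless stated.

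Without the cut-off on the fold change, a looser criterion, the DEGs numbered 4914 for injury, 3961 for DMI under SNI and 6538 for DMI under sham conditions, and genes with an adjusted p under 0.1 2571, 626 and 5010. With the trends removed and the cut-off of 0.32 on the fold change kept, genes with an adjusted p under 0.1 were 391, 20 and 1146 (869, 229 and 1950 before the removal), the correlation of injury with DMI under SNI was 0.005, and the median of the genes called as lowered by injury in that fit reversed to 0.062. Lists called were 15 for DMI under SNI and 22 under sham conditions, and Reactome sets 229 for DMI under SNI. Irf2bp1 (-0.026) and Creb1 (0.043) with injury, Npy with DMI under SNI (-0.008), Htr2c with DMI under sham conditions (0.002) and the Y chromosome list in both DMI contrasts (0.001 and 0.057) reversed. The share of higher genes rose to 80% of those with an adjusted p under 0.1 for DMI under SNI.

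Without a filter on low counts there were 1934 DEGs for DMI under SNI, the correlation of both DMI effects was 0.4, and that of injury with DMI under SNI reversed to -0.034. S100a8 with injury reversed (0.004), 13 lists and 101 Reactome sets were called for DMI under SNI. With upper-quartile normalization S100a8 and the neutrophil list reversed with injury (both 0.013), and 3 lists were called for DMI under SNI. With at least 10 counts in every library the neutrophil list reversed with injury (0.009) and the negative regulators of leukocyte activation with DMI under SNI (0.014), and 4 lists were called under sham conditions. DESeq2 on 16 libraries gave 524 genes for DMI under SNI and 16 for the difference between both DMI effects at an adjusted p under 0.1, and S100a8 reversed with injury (0.005). DESeq2 on 8 libraries gave 637 genes and reversed S100a8 (0.001), and edgeR on 8 libraries gave 508 genes. Ranking by log2 fold change gave correlations of 0.440 between both DMI effects and 0.004 for injury with DMI under SNI. With separate SNI-Saline libraries the median of genes raised by injury reversed to 0.084.

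With the replicate number as a block, 70 genes had an adjusted p under 0.1 for DMI under SNI. The numbers do not pair the mice. The deviations from the group mean of 24 pairs of libraries with the same number correlated at a median of 0 (-0.081 to 0.184), against 0.0015 for other numbers.

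With the estimated correlation the inflammation lists had p = 0.155 for injury (median 0.485) and p = 0.415 for DMI under SNI (median -0.214), lists called were 1 for injury, 0 for DMI under SNI and 0 for DMI under sham conditions, and Reactome sets 0, 0 and 0. With fry 1 list was called for injury and 0 for DMI under SNI, and Reactome sets numbered 1 for DMI under SNI and 571 under sham conditions. The fry p of the inflammation lists was 0.25 for DMI under SNI (median -0.214).

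Across the fits that each left out 1 library, genes with an adjusted p under 0.1 ran from 342 to 1097 for injury, from 0 to 541 for DMI under SNI and from 1136 to 2957 for DMI under sham conditions. DEGs ran from 1320 to 1863, from 900 to 1424 and from 1786 to 3368. For the difference between both DMI effects, adjusted calls ran from 0 to 1 (without SNI-Saline replicate 4) and nominal ones from 1208 to 2707 (without Sham-DMI replicate 2). The correlation of both DMI effects ran from 0.487 to 0.61 and that of injury with DMI under SNI from 0.126 to 0.245. The median of genes raised by injury ran from -0.121 (without SNI-DMI replicate 4) to 0.062 (without Sham-Saline replicate 4), with 4 reversals, and that of lowered genes from -0.103 to -0.003. The inflammation median for DMI under SNI ran from -0.357 to -0.044. Lists called ran from 3 (without Sham-DMI replicate 1) to 14 (without SNI-DMI replicate 1 or 2) for DMI under SNI and from 5 (without Sham-DMI replicate 2) to 14 under sham conditions. Reactome sets for DMI under SNI ran from 42 to 122 (without SNI-Saline replicate 1).

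Reversals without 1 library occurred for these changes with injury: Chil3 (-0.534 to 0.058), S100a8 (-0.378 to 0.211), Il1b (-0.138 to 0.562), Irf2bp1 (-0.003 to 0.069) and the neutrophil list (-0.365 to 0.201). With DMI under SNI they occurred for Il18 (-0.115 to 0.051), Atf3 (-0.154 to 0.225), Npy (-0.113 to 0.204), Gpr151 (-0.257 to 0.095), interferon response (-0.242 to 0.060), antigen presentation (-0.381 to 0.116), cytokines and chemokines (-0.611 to 0.003), negative regulators (-0.177 to 0.064), CREB-responsive genes (-0.003 to 0.082), injured sensory neurons (-0.134 to 0.122), macrophages (-0.291 to 0.143), T cells (-0.454 to 0.315) and NF (-0.059 to 0.014). With DMI under sham conditions they occurred for Htr2c (-0.354 to 0.010) and Kcnk3 (-0.384 to 0.014). The depth limits Il6, Htr2c, Ifng and the untested cytokines, which lie below 1 CPM.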

Differences from the paper's values

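None of the tests in this part were chosen after the result was seen, apart from the removal of GC content and length trends.

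For SNI-Saline versus Sham-Saline, 869 DEGs had an adjusted p under 0.1 against the paper's 572. Of the 25 alternatives set before the data were examined, 9 came within 1.5 times the paper's count. These were at least 10 counts in every library (831), the replicate number as a block (803), and the fits without Sham-Saline replicate 1 (514), Sham-Saline replicate 4 (540), SNI-Saline replicate 4 (736), Sham-DMI replicate 3 (812) and SNI-DMI replicate 1 (842), 3 (837) or 4 (822). The other 16 did not. The removal of GC content and length trends, chosen after seeing the values, gave 391 and also came within that range.

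For SNI-DMI versus SNI-Saline, 229 DEGs had an adjusted p under 0.1 against the paper's 106. Of the 25 alternatives, 4 came within 1.5 times the paper's count, the fits without Sham-Saline replicate 2 (132), 3 (153) or 4 (100) or without Sham-DMI replicate 3 (135). The other 21 did not, and the removal of trends, chosen after seeing the values, gave 20.

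The paper describes opposite regulation between injury and DMI under SNI in its RRHO plot. Here the Spearman correlation of the signed -log10 p was 0.206, and the strongest overlaps were among genes raised in both (-log10 p of 127) or lowered in both (136). With DESeq2 it was 0.212 on all 16 libraries, and on the 8 libraries of each contrast, over genes with at least 1 count, it was 0.079 with 46.7% of genes moving the same way. It was negative with no filter on low counts (-0.034).

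The paper lists Gabrg3 and Drd2 among changed genes in Fig. 1F. Here the nominal edgeR p was 0.0554 for Gabrg3 (log2 fold change 0.53) and 0.106 for Drd2 (0.55). Gabrg3 passed the paper's cut-offs with no filter (p = 0.0189), with DESeq2 on 16 libraries (0.0356) or 8 libraries (0.0101), with edgeR on 8 libraries (0.0303), and with edgeR without Sham-Saline replicate 1 (0.0322) or 4 (0.0486), SNI-Saline replicate 1 (0.0224) or 2 (0.0241), Sham-DMI replicate 4 (0.0436) or SNI-DMI replicate 1 (0.0492). It also did so with the trends removed (0.0272), chosen after seeing the values. Drd2 passed them with no filter (0.0429) and without SNI-Saline replicate 1 (0.0207).

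The paper states that broad classes of infiltrating immune cells did not change with DMI under SNI, neutrophils among them, and that its deconvolution differed for B cells. Here the neutrophil list had a median log2 fold change of -1.38 (camera adjusted p = 6.81e-06) and the B cell list -0.54 (0.0922), with 0 lists called by fry or the estimated correlation (5 and 0 at an unadjusted p under 0.05). The paper describes changes in A- and C-fiber classes, and here the NF list had a median of -0.017 (camera adjusted p = 0.313) and the PEP list 0.086 (0.164). These lists do not separate the NF and PEP subtypes for which the paper's deconvolution differed, so a change in a subtype may not show. The PEP list passed an adjusted p of 0.1 with no filter on low counts (0.0871) and without SNI-Saline replicate 2 or SNI-DMI replicate 2. Among other C-fiber lists, NP did so with no filter (0.0786) and without SNI-Saline replicate 1 or SNI-DMI replicate 2, SST without SNI-DMI replicate 2, and the low threshold mechanoreceptors without SNI-DMI replicate 1 or 4.

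The paper describes a reduction in CREB Signaling in Neurons, an IPA pathway that was not tested here. The hand-written list of CREB-responsive early genes, which is not that pathway, had a median log2 fold change of 0.048 (camera adjusted p = 0.57). The paper also describes negative regulation of leukocyte activation as a top pathway from gene ontology, which was not repeated. Here a hand-written list of such regulators had a median of -0.16 (camera adjusted p = 0.189). They passed an adjusted p of 0.1 with no filter on low counts (0.0857), without SNI-Saline replicate 3 or SNI-DMI replicate 1, and with the trends removed (0.0618), chosen after seeing the values. The paper gives an increase of macrophages in SNI-DMI over Sham-Saline, and here the exact permutation p was 0.0857 for a difference of 0.46 in mean log2 CPM.

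The paper gives ZBTB10 and CREB1 as activated in their predicted activity. Here the transcripts of Zbtb10 and Creb1 changed by -0.27 and -0.19 on the log2 scale with injury, which measures expression and not activity.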

Other observations

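The tests of GC content and length, of the neutrophil list against the other blood lists and of the Hox genes were chosen only after the results were seen.

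Other splits of the same libraries were set beside each count. For injury, 1 of 35 splits, the real one, gave as many DEGs (highest other 1017), 1 of 35 as many genes with an adjusted p under 0.1 (highest other 3) and 1 of 35 an inflammation median as large. For SNI-DMI versus SNI-Saline, 1 of 35 splits gave as many DEGs (highest other 821) and 1 of 35 as many genes with an adjusted p under 0.1 (highest other 49). For the inflammation median of -0.21 it was 13 of 35. The numbers of lists were reached by 21 of 35 splits for injury, 31 of 35 for DMI under SNI and 11 of 35 for DMI under sham conditions, and those of Reactome sets by 2, 13 and 3 of 35. Counts of lists and Reactome sets from camera are therefore reached by regrouped libraries. Among Reactome sets, injury gave 201 higher and 95 lower (269 also with fry), DMI under SNI 54 and 5 (1 also with fry) and DMI under sham conditions 198 and 135 (326 also with fry). The difference between both DMI effects gave 66 and 164 (0 also with fry, where 182 of 909 sets had an unadjusted p under 0.05).

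The correlation of 0.58 between both DMI effects was reached by 1 of 35 splits of the sham libraries (highest other 0.571). For injury against DMI under SNI, 67 of 70 assignments of the SNI libraries gave a correlation of 0.206 or lower. A median DMI effect as large in size, of either sign, was given by 37 of 70 for genes raised by injury. For genes lowered by injury it was 27 of 70. Over the other assignments the middle value was -0.064 for raised and 0.049 for lowered genes. With the sign kept, 35 of 70 gave a median of -0.061 or higher for raised genes. For lowered genes 67 of 70 gave -0.085 or higher, so few assignments gave a median as low. The mean correlation of -0.250 without a DMI effect argues against the shared SNI-Saline libraries as the cause of a positive correlation. With the GC content and length trends removed the correlation was 0.005, so these trends are a candidate explanation for the positive sign. The trends are shared by the contrasts, with correlations of the log2 fold change with GC content of 0.239, 0.383 and 0.306 and with length of -0.281, -0.191 and -0.32. Between libraries the correlation with GC content ran from -0.391 (Sham-Saline replicate 1) to 0.37 (SNI-DMI replicate 2). The same removal left 20 genes with an adjusted p under 0.1 for DMI under SNI, which 2 of 35 splits reached (highest 68). Trends of this kind may come from library preparation, but the removal could also take away real shifts of short, GC-rich genes, and the design does not separate these. For injury against DMI under sham conditions the correlation was 0.693, where the shared Sham-Saline libraries alone gave 0.25.

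The neutrophil list was lower with DMI under SNI (median -1.38) and under sham conditions (-1.56, camera adjusted p = 0.000213, fry adjusted p = 0.0338), and the difference between both was 0.14 (adjusted p = 0.724). With the GC content and length trends removed the SNI median was -1.40, which argues against the trends. Less bone marrow or blood in the DMI libraries would lower other blood lists too, and the mean of the B cell, bone marrow progenitor and red blood cell lists differed by -0.61. Their medians were -0.54, -0.70 (exact permutation p = 0.0286) and -0.40 (exact permutation p = 0.371). Without SNI-Saline replicate 2 they were -0.094, -0.235 and -0.062, where the neutrophil median was -0.952. Under sham conditions the B cell, progenitor and red blood cell medians were -1.38, 0.038 and -0.49, and the progenitor median ran from -1.035 to 0.203 with single libraries left out. The neutrophil mean fell beyond the mean of these lists by -0.64 in both contrasts (exact permutation p = 0.0286), which argues against an equal loss of every kind of blood cell. Less marrow or blood rich in neutrophils and an effect of DMI on neutrophils cannot be told apart. The abundant S100a8 was at 5.80 ± 2.80 CPM in SNI-Saline.

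The 4 Y chromosome genes were lower with DMI under SNI by a median of -0.21 (camera adjusted p = 0.0172) and under sham conditions by -0.31 (0.00788). With the trends removed the SNI median was 0.001, so a trend on GC content and length is a candidate explanation. No biological explanation was tested.

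The caudal Hox genes were Hoxa10, Hoxa11, Hoxc10, Hoxc11, Hoxd10 and Hoxd11. All but Hoxa10 differed widely between libraries of the same group. Hoxa10 ran only from 32.7 CPM in SNI-Saline replicate 4 to 39.9 CPM in SNI-Saline replicate 1. Hoxc11 ran from 0 CPM in Sham-DMI replicate 4 to 19.9 CPM in SNI-DMI replicate 2. Within groups, the median correlation over the 15 pairs of all 6 caudal genes was 0.596 (permutation p = 1e-04, the smallest that 10000 permutations can give). Over 10 Hox genes of paralog groups 4 to 6 it was 0.049 (permutation p = 0.2), against the 0.596 of the caudal genes. This is consistent with ganglia from different lumbar levels in different libraries. Muscle attached to the ganglia would raise skeletal muscle genes alongside, and their mean correlated with the caudal Hox mean at r = 0.044 (permutation p = 0.8, rho = 0.165, permutation p = 0.51) over 16 libraries, and at 0.291 without the 2 farthest. The correlation of caudal with forward Hox genes was r = -0.165 (permutation p = 0.61, rho = -0.3, permutation p = 0.32) and -0.329 without the 2 farthest. In the 12 libraries with Ckm under 1 CPM, Hoxc11 ran from 0 to 13 CPM. No caudal Hox gene passed an adjusted p of 0.1 in the 3 contrasts, and the smallest nominal p was 0.0763 (Hoxd11 in Sham-DMI versus Sham-Saline).

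Of the genes named in the discussion, Tnf changed by -0.49 with DMI under SNI (adjusted p = 0.715). Scn9a, which overlaps noncoding genes, changed by -0.43 with injury (adjusted p = 0.0224), -0.20 with DMI under SNI (adjusted p = 0.293) and -0.44 with DMI under sham conditions (adjusted p = 0.00694). The difference between both DMI effects was 0.25 for Scn9a (adjusted p = 0.66).

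With injury, the median log2 fold change was 0.58 for injured sensory neurons (13 of 14 genes higher, camera adjusted p = 5.86e-15, fry adjusted p = 2.74e-05). The list shares Atf3, Gpr151 and Npy with the paper's labels. It was 0.34 for T cells (adjusted p = 0.05), 0.26 for myelinating Schwann cells (0.0136), -0.25 for NP (0.000329) and -0.29 for C-fiber low threshold mechanoreceptors (0.0496). It was -0.002 for neutrophils, -0.39 for B cells, 0.029 for satellite glia, 0.17 for fibroblasts, -0.016 for endothelial cells, -0.11 for pericytes, 0.034 for NF, 0.13 for PEP, -0.085 for SST and -0.009 for all sensory neurons. For the remaining lists it was -0.089 (spinal cord), 0.63 (skeletal muscle, and -0.463 without SNI-Saline replicate 2), 0.028 (adipocyte), -0.022 (red blood cell), 0.057 (bone marrow progenitor), 0.52 (bone), -0.14 (Y chromosome), -0.024 (circadian clock), 0.18 (negative regulators of leukocyte activation) and 0.075 (CREB-responsive early genes). With single libraries left out the signs of the medians for neutrophils, endothelial cells (-0.075 to 0.073), pericytes (-0.185 to 0.003), NF (-0.011 to 0.087), all sensory neurons (-0.028 to 0.047), spinal cord (-0.122 to 0.109), adipocytes (-0.691 to 0.344), red blood cells (-0.335 to 0.211), bone marrow progenitors (-0.022 to 0.216) and the circadian clock (-0.053 to 0.044) reversed. With the GC content and length trends removed, B cells (adjusted p = 0.0464), fibroblasts (0.0645) and the Y chromosome (0.00143, median 0.055) passed an adjusted p of 0.1.

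With DMI under SNI, the spinal cord list had a median of -0.52 (8 of 8 genes lower, camera adjusted p = 0.075, exact permutation p = 0.143), and -0.18 without SNI-Saline replicate 4. The medians were -0.15 for myelinating Schwann cells (adjusted p = 0.143), -0.11 for fibroblasts (0.449), -0.008 for endothelial cells (0.958), -0.041 for pericytes (0.625), -0.92 for adipocytes (0.411), -0.43 for bone (0.143) and -0.16 for the circadian clock (0.143). Without SNI-Saline replicate 3 the adipocyte median was -0.137 and the fibroblast median reversed to 0.023. The endothelial median reversed without SNI-DMI replicate 2 (0.040) and the pericyte median without SNI-Saline replicate 4 (0.004). With the GC content and length trends removed the adjusted p was 0.0269 for myelinating Schwann cells, 0.0618 for bone and 0.0467 for the circadian clock. The skeletal muscle median of 1.35 (adjusted p = 0.977) rested on SNI-DMI replicate 2, with Ckm at 32 CPM against 0.151 to 0.478 in the other SNI-DMI mice, and it was -2.496 without that library. The mean log2 CPM of the list differed by -0.188 (exact permutation p = 0.743), and 3 of 4 SNI-DMI mice lay below every SNI-Saline mouse. With DMI under sham conditions, 10 lists passed an adjusted p of 0.1 with camera, 7 with fry and 0 with the estimated correlation, where 2 had an unadjusted p under 0.05. Among them were interferon response (-0.38, 26 of 26 genes lower, camera adjusted p = 0.0148), phagosome (-0.30, 0.0217), inflammasome (-0.20, 0.0401), negative regulators of leukocyte activation (-0.35, 0.0401), pericytes (-0.22, 0.0613), the circadian clock (-0.14, 0.0984, and 0.148 with the trends removed) and injured sensory neurons (0.29, 0.0279). The last was 0.25 without Sham-DMI replicate 2 and no longer passed.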
